A study of Mus musculus with 12 samples. Its data were reported in "Synergistic and Antagonistic Interplay between Myostatin Gene Expression and Physical Activity Levels on Gene Expression Patterns in Triceps Brachii Muscles of C57/BL6 Mice" (2015).

How the data were processed

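RNA was measured in the triceps brachii muscle, a muscle of the upper forelimb, of 12 male C57/BL6 mice in 4 groups of 3. The groups crossed genotype with activity. Inactive mice were wild-type (IW) or myostatin-reduced (IM), and active mice were likewise wild-type (AW) or myostatin-reduced (AM). Groups and replicate numbers were taken from the sample titles.

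The authors sequenced polyadenylated RNA as single-end reads on an Illumina Genome Analyzer IIx, mapped the reads with CASAVA (version not stated) to the mouse mm9 genome and counted reads in RefSeq exons, summed to genes. Messages of the 13 protein-coding mitochondrial genes were counted apart. The deposited unit is a signal, a normalized read count per gene that the authors scaled so that the trimmed mean of the non-mitochondrial genes was equal in all samples, and it is not divided by gene length. The authors' tests of transcript isoforms, made from a separate mapping of the reads to a later genome build, were not repeated here, because they need the reads. The table held 10187 genes and 12 columns, each matched to a sample by its name, and no pair of columns was identical. In every gene the highest of the group means was at least 3.0, so genes of very low expression were not analysed here. Whether strand was used in the counting was not stated, and reads shared between near-identical genes or overlapping genes could have been split by the counting.

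The depth of each sample was estimated from the step between low values, which is what 1 read is worth after scaling. That step was 0.077 to 0.105 among samples and gave 8980921 to 12119469 reads per sample in the genes of the table. A floor of 3 reads then corresponded to 0.231 to 0.316 normalized reads, and this floor covers counting error only, since reads copied in amplification are not independent molecules. Of the values under 5, 88.6% to 91.2% were whole multiples of the step. Between 20 and 50 the share was 59.9% to 69.4%, against 10.4% to 14.3% by chance. Whole reads were therefore not recovered for nearly all genes, and a test that models read counts was not run.

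Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), so a log2 change understates the change of genes with low values. Genes with a mean of at least 10 over the 12 samples were tested, which left 7247 genes. A model with a mean for each group was fitted to all 12 samples (lmFit, contrasts.fit and eBayes with a trend), and p-values were two-sided with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value under 0.05. The contrasts were active minus inactive, myostatin-reduced minus wild-type, the interaction as the difference between the genotype changes of active and inactive mice, the 6 pairwise differences among groups, and an F test of any difference among groups. In a pairwise contrast such as AW-IM the change is the second group minus the first.

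Gene sets of nuclear oxidative phosphorylation genes, mitochondrially encoded genes, slow-fibre genes and vascular genes were written by hand and tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 tests. Because camera at a preset correlation treats the genes of a set as nearly independent, each set was also tested by an exact permutation of the mice. The score of a set in a sample was the mean over its genes of the log2 deviation from the gene's mean over all samples. Group labels were permuted within each level of the other factor, giving 400 arrangements for a contrast and a smallest possible two-sided p-value of 0.005. For the interaction the genotype labels were permuted after both main effects were removed.

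Genes were named by a rule. It took Mstn and, for the activity and genotype contrasts, the 5 genes with the largest absolute log2 change among called genes that had a mean of at least 50 and did not overlap between levels within either level of the other factor. For the interaction it took the 5 genes with the smallest p-values among those with a mean of at least 50. It also allowed genes of the slow-fibre list and genes that the study discussed. The samples, groups, naming rule, gene sets, limma and camera tests and planned settings were chosen before the data were examined. The permutation of mice for each set, with and without the slow-fibre score in the model, was added after the camera results were seen.

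Gene positions were taken from the gene annotation of the same mouse build (NCBIM37, mm9) by symbol, with 10116 genes matched and 71 not matched. Transcript length and GC content were found for 98.5% of genes. The titles use the replicate numbers 1, 2 and 3 in every group, but each number stands for a different mouse in each group. The study matched the genotypes for running behaviour without stating which mice formed a pair. The fit without a replicate block was therefore the main one, and a fit with the number as a block was an alternative. The labels gave no sequencing batch or date.

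The alternatives were pseudocounts of 0.5 and 10, no filter on low values, a minimum mean of 50, rescaling by a trimmed mean of log ratios, quantile normalization, sample weights, the replicate block, other thresholds, fits to the 6 samples compared, other forms of the set test, and leaving out each sample in turn. A slow-fibre score used as a covariate, and a correction for GC content and transcript length, were chosen after seeing the data. The tests were run on simulated data in which 200 of 7247 genes were changed. Genes were simulated independently, with counting error added to the residual spread of each gene. At a log2 change of 0.5 they recovered 164 genes for activity, 174 for genotype and 13 for the interaction. At a change of 1 they recovered 200, 199 and 165 genes. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.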

Results

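Normalized read counts of 10187 genes were obtained from the triceps brachii muscle of 12 mice, 13 of the genes being mitochondrial. All mice received chow with 0.025% tamoxifen for 6 weeks, which activated Cre recombinase and depleted myostatin only in mice whose Mstn gene was floxed. From 6 months of age, active mice had free access to a running wheel for 12 weeks. Among inactive mice the groups were wild-type (IW) and myostatin-reduced (IM), and among active mice likewise wild-type (AW) and myostatin-reduced (AM), with n = 3 mice in each. Summed normalized read counts were between 927958 and 1080139 per sample, and the estimated depth was 8980921 to 12119469 reads. Estimated depth differed between the 6 active and 6 inactive mice by less than the spread between mice (exact permutation test, two-sided p = 0.745), and so it did between genotypes (exact permutation test, two-sided p = 0.236). The 10 genes with the highest values took 23.4% to 30.6% of the summed values of a sample. The first principal component of the log2 values held 46.7% of the variance, the second 15.3% and the third 10.9%.

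The targeted gene was examined first, in every mouse. Mstn lies on chromosome 1 from 53118507 to 53124923 on the plus strand (build NCBIM37, mm9) and is annotated with 3 exons, the last from 53123095 to 53124923. Its normalized read counts in IW mice 1, 2 and 3 were 79.7, 138 and 131. In AW mice they were 110.3, 90.1 and 80.8. IM mice had values of 18.3, 17.2 and 21.6, and AM mice 16.1, 8.70 and 13.5. Every myostatin-reduced mouse was below every wild-type mouse. The mean was 84.9% lower in myostatin-reduced mice, with 83.6% in inactive and 86.4% in active mice. On the log2 scale Mstn fell by 2.66 (SE 0.158, adjusted p = 1.29e-06 in limma), and its change with activity was -0.43 (adjusted p = 0.0886). Across the fits that each left out a mouse, the genotype change was between -2.79 and -2.55.

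**Figure D1:**
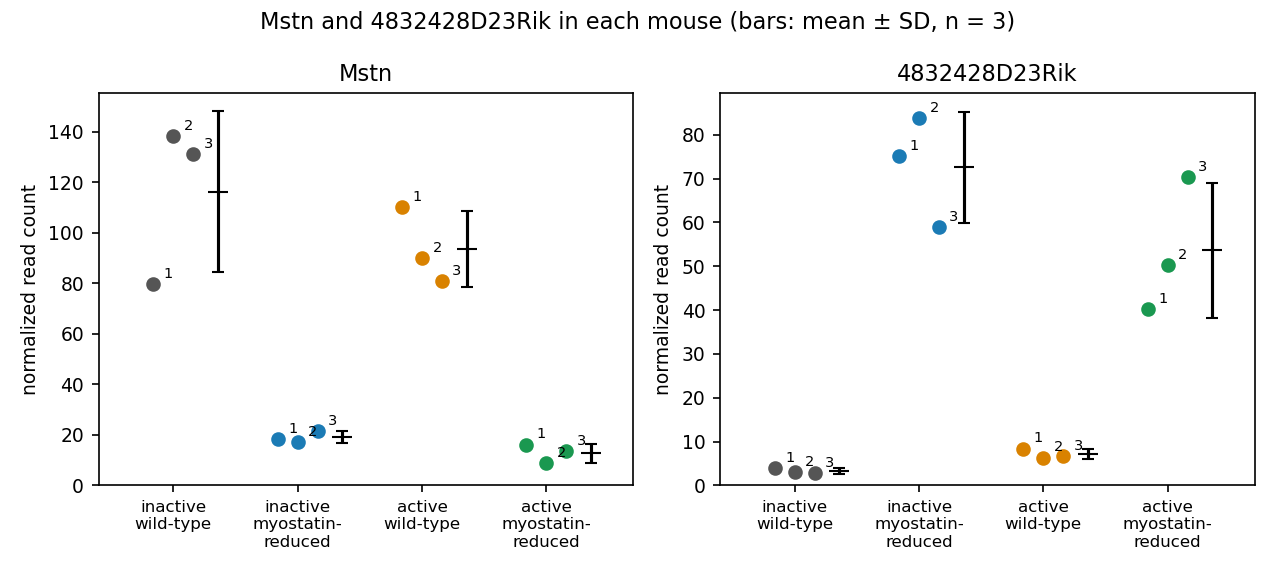
Normalized read counts of Mstn and 4832428D23Rik (vertical axes) in each mouse of the 4 groups (horizontal axis, points numbered by replicate), with bars at the mean ± SD, n = 3. Mstn was 79.7 to 138 in wild-type and 8.70 to 21.6 in myostatin-reduced mice, while 4832428D23Rik was 2.71 to 8.40 and 40.2 to 83.8.

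The comparison of active with inactive mice asked which genes responded to wheel running in either genotype. Of 7247 genes tested, 1051 were called at a limma adjusted p-value under 0.05, 579 higher and 472 lower in active mice. At an adjusted p-value under 0.005 there were 212, of which 175 were higher. The median absolute log2 change of called genes was 0.29, and 13 of them changed by more than 1.3. With the threshold kept, sample weights moved this count by the most genes, to 1740, which included 1048 of the 1051. A slow-fibre score as a covariate, chosen after seeing the data, left 401 genes. In 566 genes (7.8% of those tested, 0.5% by chance) all active mice were on the same side of all inactive mice within both genotypes, and 494 of these were called.

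Egln3, on chromosome 12 from 55279968 to 55304847, rose from 29.4 ± 7.49 to 90.9 ± 20.5 normalized reads in wild-type mice and from 24.4 ± 1.61 to 104.0 ± 29.7 in myostatin-reduced mice (SD, n = 3). Its log2 change was 1.81 (SE 0.155, limma adjusted p = 0.00032). The mitochondrial creatine kinase gene Ckmt2 (chromosome 13, 91992992 to 92016490) changed by 1.02 (SE 0.122, adjusted p = 0.00113). Mdh1 (chromosome 11, 21456790 to 21472370) changed by 0.85 (SE 0.109, adjusted p = 0.00129) and Got1 (chromosome 19, 43574242 to 43599095) by 0.81 (SE 0.102, adjusted p = 0.00118). Mylk4 (chromosome 13, 32792696 to 32875823) was lower in active mice, at -0.75 (SE 0.121, adjusted p = 0.00264). Among genes the study discussed, myoglobin (Mb; chromosome 15, 76845919 to 76881100) changed by 1.82 with activity (adjusted p = 0.0019) and by -1.26 with genotype (adjusted p = 0.0206). Bdh1 (chromosome 16, 31422366 to 31458987) changed by 2.67 with activity (adjusted p = 0.00179).

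The comparison of myostatin-reduced with wild-type mice gave 419 called genes, 259 higher and 160 lower in myostatin-reduced mice, and 46 at an adjusted p-value under 0.005. The count was 180 to 579 across the fits that each left out a mouse. All myostatin-reduced mice were on the same side of all wild-type mice within both activity levels in 389 genes (5.4%, 0.5% by chance), of which 263 were called. The cardiac actin gene Actc1 (chromosome 2, 113873018 to 113879284) was at 36.1 ± 30.4 in IW and 36.2 ± 12.6 in AW mice, against 192.5 ± 44.7 in IM and 165.6 ± 20.1 in AM mice (normalized reads, SD, n = 3). Its log2 change was 2.43 (SE 0.292, limma adjusted p = 0.000941); its reads could be shared with other actin genes, which the counting does not separate with certainty. Zmynd17 (chromosome 14, 21302086 to 21316123) was lower, at -1.42 (SE 0.134, adjusted p = 0.000161). Wnk2 (chromosome 13, 49131672 to 49243383) was higher by 0.98 (SE 0.118, adjusted p = 0.000995), and Pak1 (chromosome 7, 104937051 to 105060891) by 0.80 (SE 0.085, adjusted p = 0.000419).

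The smallest adjusted p-value for genotype belonged to 4832428D23Rik, on chromosome 1 from 44260915 to 44275806. The study listed this gene, under the name Mettl21e, for both the interaction and the genotype effect. It was at 3.20 ± 0.658 normalized reads in IW, 7.13 ± 1.11 in AW, 72.6 ± 12.7 in IM and 53.6 ± 15.4 in AM mice (SD, n = 3). The log2 change with genotype was 3.42 (SE 0.136, limma adjusted p = 3.13e-08). Lancl1, also on chromosome 1 (67047091 to 67085446), changed by -1.18 (adjusted p = 1.29e-06). Ddah1 on chromosome 3 (145421639 to 145557241) changed by -1.75 (adjusted p = 7.58e-05). Both 4832428D23Rik and Lancl1 lie within 25 Mb of Mstn, where genotype calls were 12.6% of 127 tested genes against 5.6% of the others.

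The interaction contrast asked whether the genotype change depended on activity. No gene was called (0 of 7247, smallest limma adjusted p = 0.89), and 297 genes (4.1%) had an unadjusted p-value under 0.05. A single gene was called in the fit without IW mouse 3, and 0 in the other fits, with 109 to 829 genes at an unadjusted p-value under 0.05. In simulated data, an interaction of 1 on the log2 scale was recovered in 165 of 200 genes and an interaction of 0.5 in 13 of 200. Most interactions of the smaller size were thus missed in that setting. The simulation drew genes independently and added counting error to a residual spread that already held it. Recovery in the real data may therefore differ, most for genes with few reads. Among genes with a mean of at least 50, the smallest p-values belonged to Itgb1bp3 (chromosome 10, 80660915 to 80664782), with an interaction of -1.26, and Klhdc3 (chromosome 17, 46811499 to 46817879), with 0.48. Tbc1d1, Slc38a3 and Ddx46 followed with 0.64, 0.79 and -0.34, and the adjusted p-value of each of these genes was 0.89. The interaction of 4832428D23Rik was -1.41 (unadjusted p = 0.000207, adjusted p = 0.89).

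The direction of change was mostly shared between levels of the other factor. Of 182 genes that differed between genotypes in inactive mice, 172 (94.5%) changed in the same direction in active mice, against 64.4% of all genes tested. Their median absolute log2 change was 0.51 in inactive mice. In active mice the median was 0.25, with changes in the opposite direction counted as negative. The genes were selected in inactive mice, which favours a larger change there, so these medians do not show a weaker change in active mice. Of 568 genes that differed with activity in myostatin-reduced mice, 552 (97.2%) changed in the same direction in wild-type mice, against 70.2% of all genes. Across genes, which are not independent replicates, the genotype changes of active and inactive mice had a Pearson r of 0.531 and a rank correlation of 0.399. The activity changes of the genotypes had an r of 0.665 and a rank correlation of 0.562.

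Pairwise contrasts located these differences among the groups. AW-IM had 1353 called genes, 690 higher and 663 lower in IM. IW-AM had 215 and IW-IM had 182. AM-AW, the genotype difference among active mice, had 15, with 894 at an unadjusted p-value under 0.05. AM-IM, the activity difference among myostatin-reduced mice, had 568, of which 385 were lower in IM. With the replicate number as a block that count was 628, and the deviations of IM and AM mice of the same number from their group means had a mean correlation of 0.24. IW-AW, the activity difference among wild-type mice, had 2 called genes, with 1067 at an unadjusted p-value under 0.05. With the block it had 0, with 1089 at an unadjusted p-value under 0.05, and the same-number correlation of these groups was -0.27. AM-IM had more calls than IW-AW, but the interaction test of that difference called 0 genes, with 297 at an unadjusted p-value under 0.05. No gene was called in all of IW-AW, IW-AM and IW-IM (0 genes, with 174 past an unadjusted p-value of 0.05 in each). IW-AM and IW-IM shared 57 genes, and all 57 changed in the same direction. Both contrasts use the same IW mice, which favours a shared direction, so no conclusion is drawn from it. Over all genes tested, IM and AM were on the same side of IW in 57.4%. The F test of any difference among the groups called 995 genes.

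**Figure D2:**
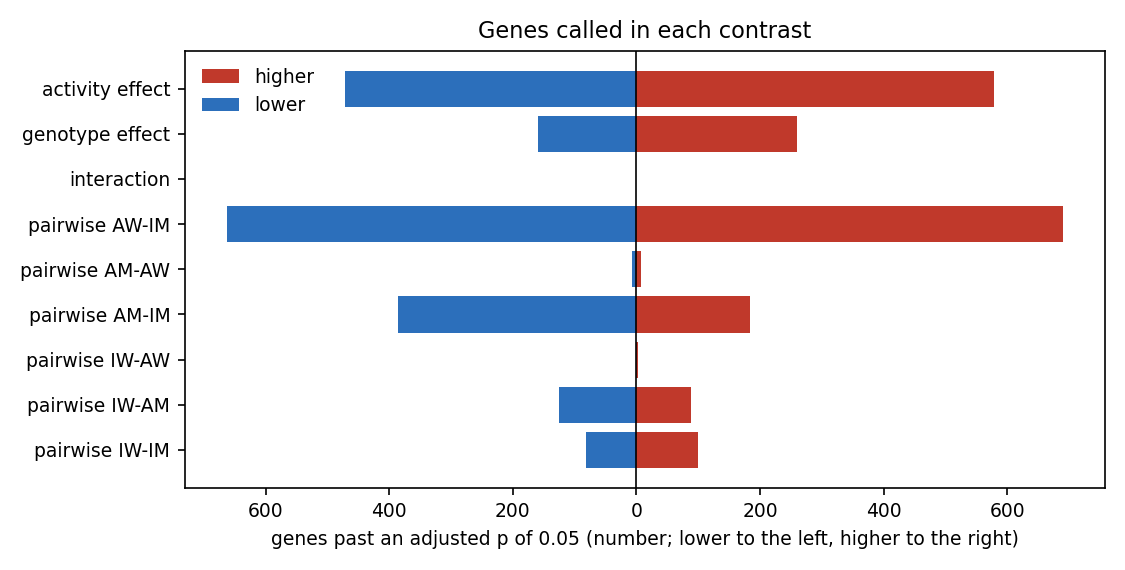
Number of genes past a limma adjusted p-value of 0.05 (horizontal axis, higher to the right of 0 and lower to the left) in each contrast (vertical axis). AW-IM had 690 higher and 663 lower genes, while the interaction had 0 and IW-AW had 2.

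Sets of genes written by hand were tested in the same contrasts. All 76 tested nuclear genes of oxidative phosphorylation had higher means in active mice, with a mean log2 change of 0.36 (camera in limma, adjusted p = 3.27e-51). All 6 active mice had a set score above all 6 inactive mice. Permuting mice within genotypes gave an exact two-sided p of 0.005, the smallest possible. A single set at that p-value becomes 0.06 after adjustment over 12 tests, so the adjusted value was limited by the number of mice. With genotype, 2 of the 76 genes were higher and the mean change was -0.13 (adjusted p = 9.87e-16; exact permutation p = 0.035, adjusted 0.14). The 14 vascular genes were higher in active mice by 0.41 (adjusted p = 1.63e-06; exact permutation p = 0.03, adjusted 0.14). For the 13 mitochondrially encoded genes the activity change was 0.17, with 10 higher (adjusted p = 0.00662; exact permutation p = 0.075, adjusted 0.21). The genotype changes of the mitochondrially encoded and vascular sets were close to 0, at -0.003 (adjusted p = 0.79) and -0.05 (adjusted p = 0.412). When camera estimated the correlation between genes from the data, the adjusted p-value of the oxidative phosphorylation set for activity became 0.231.

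**Figure D3:**
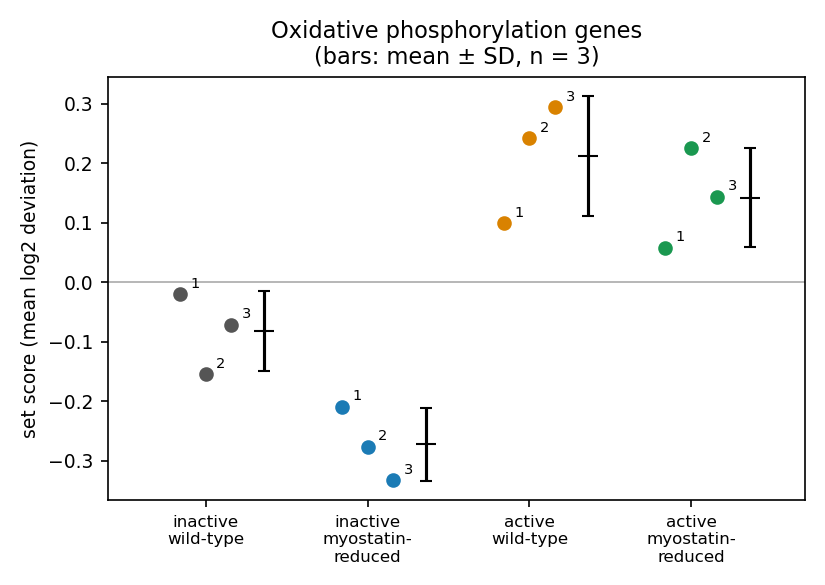
Score of the nuclear oxidative phosphorylation genes (vertical axis, mean log2 deviation from each gene's mean) in each mouse of the 4 groups (horizontal axis, numbered by replicate), with bars at the mean ± SD, n = 3. Active mice were between 0.058 and 0.294 and inactive mice between -0.332 and -0.020.

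Slow-fibre genes differed widely between mice of the same group. Myh7, the slow myosin heavy chain gene (chromosome 14, 55589525 to 55613471), had normalized read counts of 375.5, 1.29 and 63.1 in IW mice 1, 2 and 3. The values were 15.6, 447 and 498 in AW mice, 1.43, 8.68 and 9.02 in IM mice, and 164, 393 and 2.73 in AM mice. The ratio of the highest to the lowest value within a group reached 291 for Myh7 and 84.1 for Tnnc1. The activity change of Myh7 did not exceed this spread (limma adjusted p = 0.211). As a set, the 11 slow-fibre genes changed by 1.77 with activity (camera adjusted p = 0.000193; exact permutation p = 0.1, adjusted 0.21) and by -1.29 with genotype (camera adjusted p = 0.0052; exact permutation p = 0.18, adjusted 0.27). Casq2 was the only gene of the set called for activity, with a log2 change of 1.34 (SE 0.226, adjusted p = 0.00306).

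**Figure D4:**
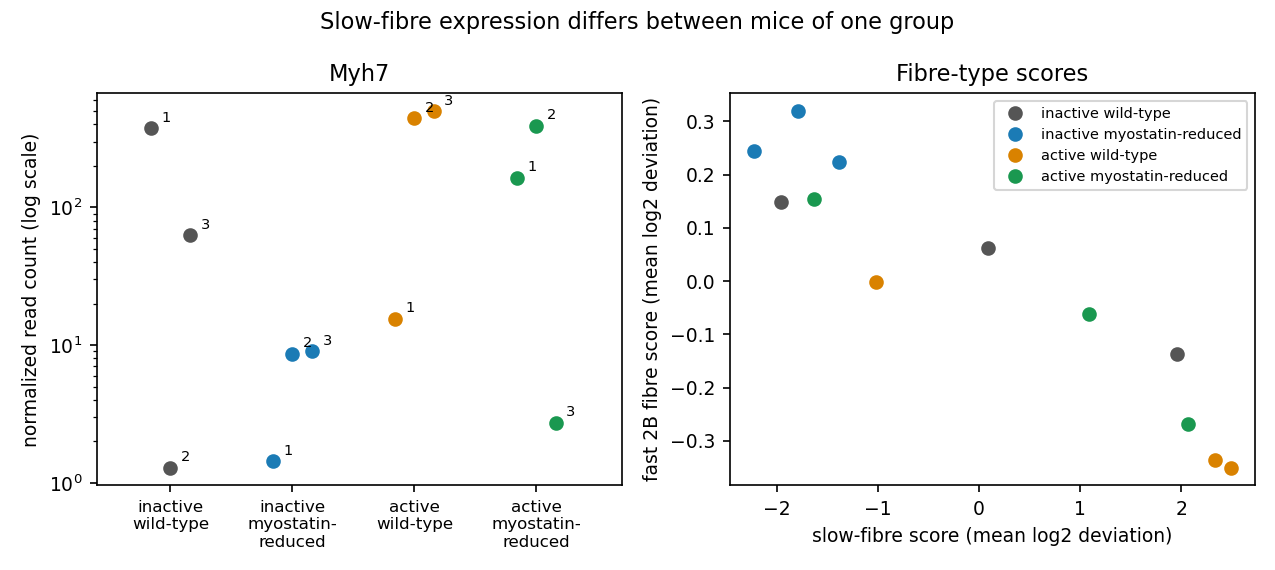
Left, normalized read counts of Myh7 (vertical log axis) in each mouse of the 4 groups; right, slow-fibre score (horizontal axis) against fast 2B fibre score (vertical axis), both mean log2 deviations, with a point for each mouse. Myh7 was between 1.29 and 498, and the scores had a within-group correlation of -0.95.

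Genes that the study listed for each effect were tested again. Of 29 listed interaction genes with a mean of at least 10, the interaction was called in 0 over all genes and in 1 over the list alone, with 4 at an unadjusted p-value under 0.05. The genotype effect was called in 11 of these 29 genes and the activity effect in 4. The genotype change had the same direction in active and inactive mice in 28 of the 29. For the genotype list, 4 of 7 tested genes were called over all genes and 5 over the list. For the activity list, 6 of 12 were called over all genes and 7 over the list. The lists came from the same animals, so these counts show no stability. The study gives every gene of the genotype and activity lists as higher. Of the genotype list 5 of 7 tested genes were higher in myostatin-reduced mice, and of the activity list 11 of 12 in active mice. Ercc2 changed by 0.257 with genotype (limma adjusted p = 0.0393) and by -0.185 with activity (adjusted p = 0.0751). With genotype Dgcr8 changed by -0.165 (adjusted p = 0.234) and Gspt1 by -0.011 (adjusted p = 0.932). The study lists a large increase for each of these.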

Values the study reported

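The study reported 1,836 genes with an activity-by-genotype interaction at an FDR-adjusted p-value below 0.005. At the same threshold it gave 238 genes for genotype and 399 for activity. It also mentioned a preliminary analysis of the same data that found an activity effect on genes of oxidative energy metabolism but no interaction. At a p-value below 0.05 it counted 1,051 genes for AW-IM, 86 for AM-AW, 711 for AM-IM, 119 for IW-AW, 238 for IW-AM and 390 for IW-IM. It found 33 genes in common to the contrasts of IW with each of the other groups. Expression of myostatin was given as approximately 85% lower in myostatin-reduced mice.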

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

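The mouse-level tests, the count of genes with opposite changes and the slow-fibre covariate in this part were chosen after the results were seen. Each result here was singled out because the activity change differed between genotypes.

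In the camera test of limma the nuclear oxidative phosphorylation genes had an interaction of 0.128 on the log2 scale (adjusted p = 7.96e-11, positive in 74 of 76 genes), the mitochondrially encoded genes 0.222 (adjusted p = 0.000526, 11 of 13), the slow-fibre genes 1.071 (adjusted p = 0.0141, 11 of 11) and the vascular genes 0.464 (adjusted p = 2.34e-07, 14 of 14). Genes of a set can rise and fall together in a mouse, and the preset correlation of 0.01 allows little for that. With the mouse as the unit, the permutation p-values (two-sided) were 0.205, 0.175, 0.575 and 0.105 in the same order, and 0.21 to 0.69 after Benjamini-Hochberg adjustment over 12 tests. The shared movement of genes within mice could therefore account for all of these small camera p-values. Without a covariate no set interaction was shown to exceed the differences between mice.

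The mix of fibre types was examined as another source of the set interactions. With a slow-fibre score as a covariate the interactions were 0.094 for nuclear oxidative phosphorylation, 0.29 for the mitochondrially encoded genes and 0.369 for the vascular genes, with camera adjusted p-values from 4.21e-07 to 1.88e-05. Those p-values again treat genes as nearly independent, so the mice were also permuted with the slow-fibre score in the model, after the main effects and the score were removed. The permutation p-values (two-sided) were 0.26, 0.01 and 0.145 in the same order, and 0.334, 0.045 and 0.261 after adjustment over 9 tests. For the nuclear oxidative phosphorylation and vascular genes slow-fibre content cannot be excluded as a source. For the mitochondrially encoded genes it is unlikely to account for the interaction, although this p-value arose only with a covariate chosen after the results were seen and was 0.175 without it. The slow-fibre set itself cannot be tested this way, since the score is made from its genes.

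Klhdc3 had activity changes in opposite directions, with an interaction of 0.478. Its normalized read counts were 90.9, 91.1 and 92.3 in IW against 83.7, 71.1 and 83.0 in AW mice, and 70.5, 64.8 and 66.6 in IM against 75.4, 80.2 and 88.8 in AM mice. The limma adjusted p-value of the interaction was 0.89. Complete opposite separation of this kind occurred in 17 of 7247 genes, where 36.2 were expected by chance (0.5%), so chance among many genes is a candidate explanation. Sequencing depth or gene content was not examined for this gene alone.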

How the results depend on the processing

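Of the settings here, the slow-fibre covariate and the correction for GC content and length were chosen after seeing the data. A count test on recovered reads was not run, and the mitochondrially encoded set has no value under the GC correction. The cause of each change in this part was not tested.

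The genotype change of Mstn kept its direction and its call in all settings run. Of 415 further values for 21 changes of 20 other named genes, 410 kept direction and side of the threshold. The genotype change of Mb lost its call without IM replicate 3, AW replicate 2, AW replicate 3 or AM replicate 3 (limma adjusted p from 0.0542 to 0.0591). The remaining exception was the interaction of Itgb1bp3, at -1.52 without IW replicate 3 (limma adjusted p = 0.0113, range over the fits leaving out a mouse 0.0113 to 0.999). The interaction count was 0 in 21 fits, with 109 to 829 genes at an unadjusted p-value under 0.05.

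Sample weights gave 1740 genes for activity, 2449 for AW-IM, 931 for AM-IM, 415 for IW-AW, 334 for IW-IM and 2013 for any difference. A minimum mean of 50 gave 272 for genotype, 857 for AW-IM, 7 for AM-AW and 39 for IW-AW. Same-numbered mice had a mean correlation of deviations of 0.01, and the replicate block gave 1082 genes for activity, 364 for genotype, 9 for AM-AW, 0 for IW-AW (1089 unadjusted) and 98 for IW-IM. The slow-fibre covariate gave 401 for activity and 467 for any difference. An adjusted p-value under 0.005 gave 212 for activity, 46 for genotype and 84 for any difference, and an absolute log2 change above 1.3 gave 13, 6 and 36. Comparing 6 with 6 mice without the other factor gave 184 for genotype. Fits to the 6 mice compared gave 6 for AM-AW, 0 for IW-AW (937 unadjusted) and 38 for IW-AM. Quantile normalization gave 3 genes for IW-AW, 66.7% higher against 100% of 2.

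Leaving out each mouse in turn gave 552 to 1485 genes for activity, 180 to 579 for genotype, 0 to 1 for the interaction, 553 to 1643 for AW-IM, 4 to 15 for AM-AW, 85 to 1098 for AM-IM, 0 to 198 for IW-AW (689 to 992 unadjusted where 0), 58 to 309 for IW-AM, 23 to 216 for IW-IM and 373 to 1329 for any difference.

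With the correlation between genes estimated, the set changes were those of the preset correlation but no longer passed adjustment in camera (adjusted p from 0.231 to 0.524). For activity they were 0.361 (nuclear oxidative phosphorylation), 0.166 (mitochondrially encoded), 1.774 (slow-fibre) and 0.412 (vascular). For genotype they were -0.132 (nuclear oxidative phosphorylation) and -1.292 (slow-fibre), and for the interaction 0.128, 0.222, 1.071 and 0.464. The mitochondrially encoded set lost its activity call with sample weights (0.118). The slow-fibre set lost its calls at a minimum mean of 50 (activity 1.92, genotype -1.479, interaction 1.139). Only Myh7, Atp2a2 and Myl3 remained in the set there, and its changes were larger in size than with all its genes. The interaction of the slow-fibre set was 0.169 with sample weights. The genotype change of the mitochondrially encoded set reversed to 0.015 at a minimum mean of 50, 0.001 with quantile normalization and 0.035 with sample weights, and that of the vascular set to 0.068 with the slow-fibre covariate. None of these reversed values was past the threshold.

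Leaving out each mouse in turn gave, for the sets that changed, 0.109 to 0.208 (mitochondrially encoded, activity), -0.044 to 0.054 (mitochondrially encoded, genotype), -1.864 to -0.758 (slow-fibre, genotype), -0.133 to 0.026 (vascular, genotype, past the threshold at -0.133) and -0.073 to 2.14 (slow-fibre, interaction). The last reversed only without AW replicate 1. The other set interactions kept their direction and call but varied in size. They were 0.07 to 0.173 (nuclear oxidative phosphorylation), 0.137 to 0.336 (mitochondrially encoded) and 0.292 to 0.609 (vascular).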

Other observations

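The tests of exchanged labels of a pair of mice, of mouse-level set changes with and without the slow-fibre score, of the first component without fibre genes, and of the Mstn region in this part were chosen after the results were seen.

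Other assignments of the mice to groups were compared with the real one, exchanging only labels of mice with the same replicate number. For genotype, 1 of 32 assignments (the real one) gave as many called genes, and for any difference 1 of 100, the highest other count being 211. For activity, 2 of 32 (6.2%) did. The other one is the real assignment with mice AW1 and IW1 exchanged, and it gave 1272 genes against 1051. Each of the remaining assignments gave 0 genes or 1 gene. For the interaction all 32 gave at least 0 genes, which the real count of 0 fixes in advance. In the pairwise contrasts only 4 such assignments exist, so no share under 0.25 is possible. As many genes were called in 2 of 4 for IW-AW and in 1 of 4 for each of the other contrasts. Over all 10 splits of the 6 mice, 2 gave as many genes for AM-AW and for IW-AW, and 1 for each of the others.

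The activity count was thus far above that of every assignment except the exchange of AW1 and IW1, which differs from the real one in a single pair of mice. The fibre mix of the muscle sample is a candidate explanation for part of the count. With a slow-fibre score as a covariate 401 genes were called, 380 of them among the 1051. If the fibre mix itself changed with activity, the covariate would also remove part of the activity response, so the lower count cannot separate these. A swap of AW1 and IW1 could not be decided. With those labels exchanged and the same covariate 0 genes were called (440 at an unadjusted p-value under 0.05), but the exchanged labels follow the slow-fibre score more closely, which leaves the covariate less to separate. The pair was also judged by the 100 genes with the smallest activity p-values in the other 10 mice. In the direction of activity, AW1 minus IW1 was 0.09 on the log2 scale once the slow-fibre score was removed, with 71 genes in the order of the labels, and -0.055 without that removal. In each of the other 17 pairs of an active and an inactive mouse of the same genotype the difference was positive both ways. The oxidative phosphorylation score was 0.099 in AW1 and -0.020 in IW1, in the order of the labels.

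Sequencing depth and base composition were weighed as other sources of the main counts. Estimated reads did not differ with activity (exact permutation test, two-sided p = 0.745) or with genotype (exact permutation p = 0.236). After a correction for GC content and transcript length, 1026 genes were called for activity, 745 of them in common with the uncorrected calls, and 469 for genotype, 337 in common. Depth and GC content or length are therefore unlikely to account for either count.

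The rise of the oxidative phosphorylation genes in active mice was also compared with the fibre mix as a candidate explanation. Within groups the slow-fibre score and the oxidative phosphorylation score had a Pearson r of 0.64 (exact permutation p = 0.0941, rank correlation 0.55, p = 0.131, r of 0.59 without the 2 farthest mice, Benjamini-Hochberg adjusted p = 0.251 over 8 relations), so a share of the set's variation may come from the fibre mix. With the slow-fibre covariate the mean log2 change was 0.305 (camera in limma, adjusted p = 5.91e-52) against 0.361 without it. Without the covariate the exact permutation p with the mouse as the unit was 0.005 (two-sided), the smallest possible, with all 6 active mice above all 6 inactive mice. That p-value does not test the fibre mix. With the slow-fibre score in the model of every arrangement the difference was 0.299 (permutation p = 0.005, adjusted p = 0.045 over 9 tests). Without the covariate a single set at that p-value becomes 0.06 after adjustment over 12 tests, so the adjusted value cannot decide there. The oxidative phosphorylation change may reflect activity itself, as far as the score of 11 genes measures the fibre mix. The score was taken after the running period, and its group means were 0.03 (IW), -1.8 (IM), 1.26 (AW) and 0.51 (AM). The fibre mix may itself have changed with activity, and the covariate would then remove part of the activity change. With the score in the model the vascular activity change was 0.233 (permutation p = 0.18, adjusted p = 0.27), against 0.412 without it. The fibre mix therefore cannot be excluded as a source of the vascular change. The mitochondrially encoded activity change was 0.262 (permutation p = 0.025, adjusted p = 0.075). The oxidative phosphorylation genotype change was -0.087 (permutation p = 0.105, adjusted p = 0.236).

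Slow-fibre genes moved by large factors between mice of the same group, and several sources were compared over the 12 mice after group means were removed, with labels permuted within groups and 8 relations in the family. The slow-fibre score had a Pearson r of 0.03 with estimated reads (exact permutation p = 0.958, rank correlation 0.29, p = 0.425, r of 0.13 without the 2 farthest mice, Benjamini-Hochberg adjusted p = 0.958). The strongest relation among scores of nerve, fat and blood was with blood, at 0.42 (exact permutation p = 0.218, rank correlation 0.43, p = 0.234, r of 0.44 without the 2 farthest mice, adjusted p = 0.436), a score made from only 2 genes, so blood was tested weakly. With the fast 2B fibre score r was -0.95 (exact permutation p = 0.00386, rank correlation -0.9, p = 0.00309, r of -0.94 without the 2 farthest mice, adjusted p = 0.0154). A different mix of fibre types in the piece of muscle taken may therefore explain the spread, and no batch was named that could be examined in its place. The piece of muscle taken and a difference between mice cannot be told apart in these data.

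The slow-fibre score also followed the first principal component, which held 46.7% of the variance. Within groups r was -0.95 (exact permutation p = 0.00231, rank correlation -0.92, p = 0.00309, r of -0.94 without the 2 farthest mice, adjusted p = 0.0154). The genes of the score are among the values that entered the component, so part of this relation is built in. A component from the remaining 7225 genes, with the 22 slow-fibre and fast 2B fibre genes left out, held 41.9% of the variance. Its r with the slow-fibre score was -0.87 within groups (exact permutation p = 0.0131, rank correlation -0.81, p = 0.0139, r of -0.84 without the 2 farthest mice, adjusted p = 0.0131 over 2 relations). The fibre mix may therefore be a large source of variation between these samples, although other differences between mice that follow the fibre mix cannot be excluded.

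DNA flanking the floxed Mstn allele may differ from that of the wild-type mice and could carry expression differences that do not come from myostatin. Within 25 Mb of Mstn 16 of 127 tested genes were called for genotype, against 400 of 7080 elsewhere, an odds ratio of 2.41 (Fisher's exact test, two-sided p = 0.00299). Activity calls showed no such excess, with an odds ratio of 0.97 (Fisher's exact test, p = 1). With other windows the odds ratio was 1.56 within 10 Mb (Fisher's exact test, p = 0.338) and 2.2 within 50 Mb (Fisher's exact test, p = 0.00121). Against this reading, chromosome 12 had a share of genotype calls as high as that of chromosome 1 (9.4% and 9.3%). The genotype changes of 4832428D23Rik and Lancl1, both in this region, cannot be told apart from flanking DNA.

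Several counts differed from those quoted from the study. The interaction count here was 0 at an adjusted p-value under 0.005 or under 0.05, with 297 genes at an unadjusted p-value under 0.05. That is lower than the value quoted from the study above, while the preliminary analysis of these data that the study mentions had found no interaction. The counts at an adjusted p-value under 0.005 were 46 for genotype and 212 for activity. Both are lower than the values quoted above. In pairwise contrasts 15 genes were called for AM-AW, 2 for IW-AW and 182 for IW-IM. These are lower than the quoted values. At an unadjusted p-value under 0.05 the counts were 894, 1067 and 1262 in the same order, all higher than quoted. The study gave its threshold for these counts as a p-value without saying whether it was adjusted. For IW-AW the direction depended on the setting, with 415 genes under sample weights and 198 without AW replicate 1. Both of these are higher than the quoted value. The other contrasts were nearer to the study, with 1353 genes for AW-IM, 568 for AM-IM and 215 for IW-AM. The first of these is higher than the quoted value and the others are lower. At an unadjusted p-value under 0.05 the counts were 2360, 1897 and 1458 in the same order, all higher than quoted. The directions of the adjusted counts depended on the setting as well. For AW-IM 857 genes were called at a minimum mean of 50, and 553 to 1643 when a mouse was left out. For AM-IM the counts were 931 with sample weights and 85 to 1098 when a mouse was left out, and for IW-AM 58 to 309 when a mouse was left out. Each of these ranges includes values above and below the quoted value. No gene was shared by all contrasts with IW (0 genes, 174 at an unadjusted p-value under 0.05). The called count is lower than the quoted number and the unadjusted count is higher. The study tested transcript isoforms from another mapping, and whether its tests of interaction compared the same quantity was not examined.

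An overall difference among groups is not an interaction, and the genes that the study listed for interaction were compared on this point. Of the 29 tested, 13 were called in the F test of any difference and 0 in the interaction contrast, with 4 at an unadjusted p-value under 0.05. The genotype change had the same direction in both activity levels in 28 of 29, against 64.4% of all genes, and the activity change in both genotypes in 20 of 29, against 70.2%. These genes were chosen by tests on the same mice, so the shares describe the list only.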
